# Spatial transcriptomics tools allow for regional exploration of heterogeneous muscle pathology in the pre-clinical rabbit model of rotator cuff tear

**DOI:** 10.1186/s13018-022-03326-8

**Published:** 2022-10-04

**Authors:** Severin Ruoss, Mary C. Esparza, Laura S. Vasquez-Bolanos, Chanond A. Nasamran, Kathleen M. Fisch, Adam J. Engler, Samuel R. Ward

**Keywords:** Spatial transcriptomics, Visium, RNA-sequencing, Rotator cuff

## Abstract

**Background:**

Conditions affecting skeletal muscle, such as chronic rotator cuff tears, low back pain, dystrophies, and many others, often share changes in muscle phenotype: intramuscular adipose and fibrotic tissue increase while contractile tissue is lost. The underlying changes in cell populations and cell ratios observed with these phenotypic changes complicate the interpretation of tissue-level transcriptional data. Novel single-cell transcriptomics has limited capacity to address this problem because muscle fibers are too long to be engulfed in single-cell droplets and single nuclei transcriptomics are complicated by muscle fibers’ multinucleation. Therefore, the goal of this project was to evaluate the potential and challenges of a spatial transcriptomics technology to add dimensionality to transcriptional data in an attempt to better understand regional cellular activity in heterogeneous skeletal muscle tissue.

**Methods:**

The 3′ Visium spatial transcriptomics technology was applied to muscle tissue of a rabbit model of rotator cuff tear. Healthy control and tissue collected at 2 and 16 weeks after tenotomy was utilized and freshly snap frozen tissue was compared with tissue stored for over 6 years to evaluate whether this technology is retrospectively useful in previously acquired tissues. Transcriptional information was overlayed with standard hematoxylin and eosin (H&E) stains of the exact same histological sections.

**Results:**

Sequencing saturation and number of genes detected was not affected by sample storage duration. Unbiased clustering matched the underlying tissue type-based on H&E assessment. Connective-tissue-rich areas presented with lower unique molecular identifier counts are compared with muscle fibers even though tissue permeabilization was standardized across the section. A qualitative analysis of resulting datasets revealed heterogeneous fiber degeneration–regeneration after tenotomy based on (neonatal) myosin heavy chain 8 detection and associated differentially expressed gene analysis.

**Conclusions:**

This protocol can be used in skeletal muscle to explore spatial transcriptional patterns and confidently relate them to the underlying histology, even for tissues that have been stored for up to 6 years. Using this protocol, there is potential for novel transcriptional pathway discovery in longitudinal studies since the transcriptional information is unbiased by muscle composition and cell type changes.

## Introduction

RNA sequencing has been extensively used to define skeletal muscle tissue states, to track disease progression, phenotypic changes, and healing responses after treatment, and to investigate the mechanisms-of-action for respective treatments in clinical settings [1, 2] and pre-clinical models [3, 4]. Conditions affecting skeletal muscle, such as chronic rotator cuff tears, low back pain, whiplash, dystrophies, Huntington’s disease, and many others often share a similar change in muscle phenotype: contractile tissue portions decrease while adipose and fibrotic tissues increase [5–9]. Chronic rotator cuff tears affect approximately 50% of the population over 50 years of age, roughly a third of these tears are symptomatic, and most asymptomatic tears will become symptomatic within 3 years of diagnosis [10–13]. In these patients, outcomes after surgical repair are directly related to the grade by which contractile tissue has been replaced by adipose and fibrotic tissue, and this degenerative process continues even after repair [14–16]. To understand the pathobiology underlying this irreversibility of chronic rotator cuff tears and to find ways to mitigate contractile tissue loss, intramuscular fat accumulation, and fibrosis, scientists have been collecting biopsies intraoperatively at the time of surgical repair. Naturally, these different tissue types are defined by different cell types, thus the RNA extracted from muscle biopsies is a function of the relative portions of contractile, adipose, and fibrotic tissues present within the biopsy [1]. Until recently, this has been problematic because changes in cell types and numbers have limited and confounded our ability to understand the bulk transcriptional changes in cell states and mechanisms-of-action. With the advent of single cell RNA sequencing (scRNA-seq), investigators can now track changes in cell numbers and types, and precisely attribute transcriptional states to single cells. Muscle cells, however, can be several centimeters long [17] and thus, clearly exceed the length capacity of high-throughput droplet-based single-cell technologies. As an innovative alternative, single-nuclei RNA sequencing (snRNA-seq) has been employed for skeletal muscle [18–20]. This approach, too, has at least three noteworthy limitations for skeletal muscle: (1) muscle fibers are multinucleated cells—it is often unknown how many and which nuclei were derived from which cell, (2) the vast majority of RNA molecules are located outside the nucleus [21, 22] and therefore missed by snRNA-seq, and (3) there is significant heterogeneity in the spatial distribution of RNA molecules within muscle fibers [21, 22] and nucleus translocation to the fiber center during degeneration and regeneration [6, 7, 23]. None of these issues are resolved by snRNA-seq.

More recently, spatial transcriptomics have emerged and shown some promise to addressing these problems by adding a layer of spatial resolution [24, 25]. 10 × Genomics is one of the most common sequencing platforms, and we chose to use the Visium technology for this study. However, there are many different useful platforms available, each presenting with opportunities and limitations [26]. One of the advantages of the Visium technology is that it combines transcriptomics with standard hematoxylin & eosin (H&E)-based microscopy. H&E is a gold-standard qualitative tool used by clinicians and researchers to assess muscle fiber integrity, cross-sectional area, central nucleation, and to estimate muscle degeneration, fatty infiltration, and fibrosis [6, 7, 27, 28]. Unfortunately, skeletal muscle is typically not a prioritized tissue for companies to test and establish protocols which involve enzymatic permeabilization times and subsequent RNA quality and capture efficiency assessments. Therefore, we sought to establish a 10 × Visium muscle protocol in a previously validated pre-clinical model and to generate a pilot dataset that demonstrates the use and potential of this technology to investigate conditions affecting skeletal muscle.

Here, we were using the Visium 3′ spatial RNA sequencing technology by 10 × Genomics to identify regional differences in degenerating supraspinatus muscle tissue from the pre-clinical rabbit model of rotator cuff tear. Given that the cytosol of muscle cells is exposed by cryosectioning, we hypothesized that transcript capture efficiency is higher in these cells compared with mononuclear cells residing between fibers, despite homogenous permeabilization across the entire tissue section. Importantly, we were using tissues stored for over 6 years and compared results and quality to a freshly frozen sample with the goal to evaluate whether new tissue sources/animal experiments are needed or whether this technology can retrospectively be used in previously acquired tissues.

## Methods

### Tissue collection

To replicate a rotator cuff tear, tenotomy of the supraspinatus was performed in the rabbit model, and tissues were harvested as previously described [3, 28, 29]. All animals were female New Zealand White and skeletally mature (6 months old, 4.35 ± 0.2 kg). The following four sections from the posterior distal region of the supraspinatus muscle belly, free from fascia and tendon/junction were used: one fresh healthy supraspinatus, one healthy supraspinatus stored for 6 years, one from 2-week post-tenotomy stored for 6 years, and one from 16-week post-tenotomy stored for 6 years (Fig. 1A). These time points were chosen purposefully to compare RNA quality as well as the feasibility of using tissue stored for approximately 6 years to a recently harvested tissue. All harvested samples were pinned to in vivo length and flash frozen in liquid nitrogen-chilled isopentane for storage at − 80 °C. Fractions of these muscles were then embedded in optimal cutting compound (OCT) media, cut into 10-µm sections using a cryostat, and mounted on 10 × Visium slides.

**Fig. 1:**
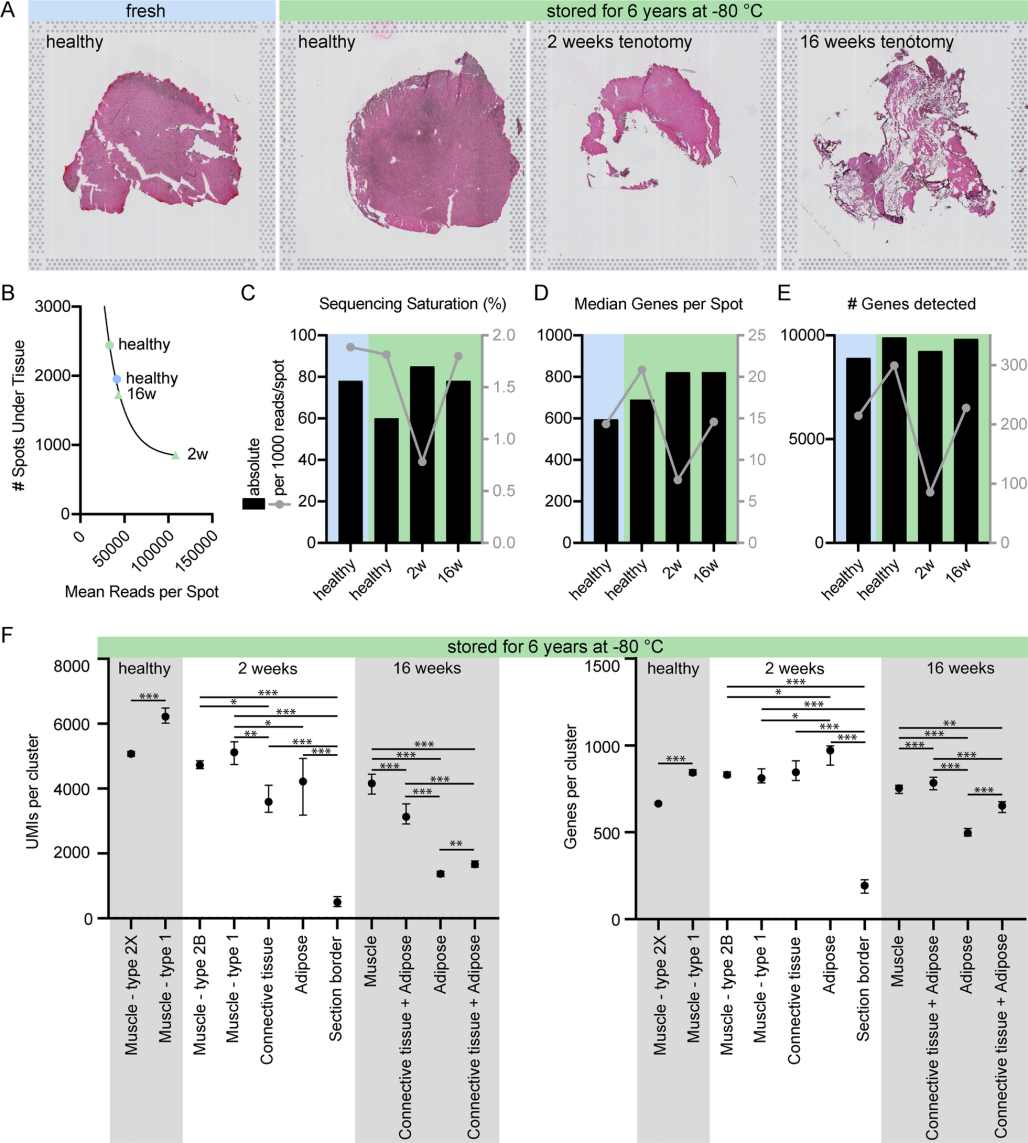
Baseline sequencing results comparison of fresh (blue) vs. stored (green) rabbit rotator cuff samples at different tear states. **A** H&E-stained histological sections on the Visium Spatial transcriptomics slide. **B** Increasing number of spots under tissue decrease mean reads per spot at a given total number of reads. **C** Absolute sequencing saturation (black, left Y-axis) and relative %-point of saturation added per 1000 reads/spot (gray, right Y-axis), **D** median genes per spot (black, left Y-axis) and relative median genes added per spot per 1000 reads/spot (gray, right Y-axis) and, **E** total number of genes detected (black, left Y-axis) and relative number detected per 1000 reads/spot (gray, right Y-axis) suggest that data quality was not affected by 6 years of sample storage. **F** Unique Molecular Identifier (UMI) and gene counts per sample relative to different clusters/underlying tissue types. The fresh sample was very homogenous and only yielded one high-quality tissue cluster vs. low-quality section border clusters, thus it was excluded from this piece of analysis. An example of such a low-quality section border cluster was included in the 2 weeks sample. Clusters were named based on the underlying tissue type identified using H&E. Different fiber type clusters were named based on differentially expressed MYH isoforms. Data in (**F**) are medians and 95% confidence intervals. *p < 0.05; **p < 0.01; ***p < 0.001

### Library preparation and bioinformatics

The 10 × Genomics Spatial RNAseq Visium platform was used for spatial transcriptomics experiments and experiments were performed according to the User guide (10 × Genomics, CG000239 Rev E). In summary, a 10 × Genomics Visium Gene Expression slide has four capture areas, each with an array of 5000 circular spots containing printed DNA oligos for mRNA capture. These oligos on each spot have a PCR handle, unique spatial barcode, unique molecular identifier (UMI), and a poly-dT-VN tail for capturing the 3′ end of mRNA molecules. Each spot with a unique spatial barcode is 55 µm in diameter and the center-to-center distance between spots is 100 µm. One 55-µm spot captures mRNA from approximately 10 to 20 cells depending on cell size and packing density which is variable across the tissue. SSP sections were then fixed in pre-chilled methanol for 30 min and then H&E stained and imaged. The optimal permeabilization time for 10-µm-thick rabbit skeletal muscle sections was found to be 18 min using the 10 × Genomics Visium Tissue Optimization Kit. Spatially tagged cDNA libraries were created using the 10 × Genomics Visium Spatial Gene Expression 3′ Library Construction V1 Kit. H&E-stained skeletal muscle tissue sections were imaged using a slide scanner system. Second strand synthesis was performed, followed by denaturation and transfer of the cDNA from the slide to a PCR tube. qPCR (Biorad CFX384) was used to determine the number of cDNA amplification cycles required. After cDNA amplification, a cleanup was performed, followed by a fragment analysis of the cDNA which was performed on a HS D1000 TapeStation (Agilent Technologies). Library construction followed with post-fragmentation end repair, A-tailing double side size selection, adaptor ligation, and cleanup. Sample index PCR was performed based on cDNA input followed by double sided size selection. Post-library construction QC was done using the TapeStation to determine average fragment size [30, 31]. Finally, samples were pooled for sequencing on a Novaseq 6000 (Illumina). Images were manually aligned using Loupe Browser 5.0 (10X Genomics). The Oryctolagus cuniculus reference genome was assembled using the mkref function [32] from Space Ranger 1.2.0 (10X Genomics) with OryCun2.0 (Oryctolagus_cuniculus.OryCun2.0.dna.toplevel.fa) and annotations from Ensembl release 104 (Oryctolagus_cuniculus.OryCun2.0.104.chr.gtf). Genes were quantified using the count function from Space Ranger 1.2.0 [33] and then explored in Loupe Browser v.6.0.0 (10 × Genomics). The number of clusters was determined by unbiased k-means clustering. Myofibers and nuclei were manually counted using ImageJ. Either all or twenty randomly chosen spots per cluster were counted, whichever came first. Spots at section borders were not included. UMIs, genes, myofiber, and nuclei numbers per cluster and per sample were compared in SPSS (v.26; IBM) using a univariate ANOVA with Fisher’s least significant difference test. The datasets are publicly available on Gene Expression Omnibus (GEO GSE210773).

## Results

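Spatial expression was measured with the Visium 3′ assay, in which a tissue section lies on a slide whose printed spots capture polyadenylated RNA, and each captured molecule carries the barcode of its spot and a UMI. There was 1 section of supraspinatus muscle for each condition: healthy muscle used fresh, healthy muscle stored for 6 years, and muscle collected 2 weeks and 16 weeks after tenotomy and then stored in the same way. By their sample labels, the stored healthy section and the 16-week section came from opposite sides of the same animal, and the other sections came from 1 animal each. The authors counted UMIs per gene and spot with Space Ranger 1.2.0 on the rabbit genome OryCun2.0 with Ensembl annotation, and deposited these counts for the spots under tissue without normalization. The table lists 21139 genes. The counts summed to 7017798 UMIs in the fresh healthy section, 12536450 in the stored healthy section, 4079313 in the 2-week section and 4743522 in the 16-week section. The 37 mitochondrial genes took 49.3% of the UMIs in the fresh healthy, 49.2% in the stored healthy, 33.8% in the 2-week and 34.6% in the 16-week section. All spots and genes were kept unless stated otherwise. Spots of 1 section are not replicates, so no p-value was computed from them, and each difference between conditions is a difference between 2 single sections. Shares of spots are given with exact binomial (Clopper-Pearson) 95% intervals and sums of UMIs with exact Poisson 95% intervals, which cover counting error only. Where spots of different depth were compared, each spot was also thinned at random to 1000 UMIs and shallower spots were left out, which removed 266 spots of the fresh healthy, 93 of the stored healthy, 53 of the 2-week and 352 of the 16-week section. Barcodes and spot positions are held in separate lists, and no key between them was used here, so single spots were not placed on the H&E images.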

The four H&E-stained samples are shown in Fig. 1A. 

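The tissue covered 2440 of the 4992 spot positions in the stored healthy section, 1950 in the fresh healthy section, 1726 in the 16-week section and 854 in the 2-week section. The median spot had 5195 UMIs in the stored healthy section (quartiles 4087 and 6269), 4588 in the 2-week section (3451 and 5789.8), 3589.5 in the fresh healthy section (2012 and 5049.8) and 2090.0 in the 16-week section (1146 and 3957.5). Leaving out mitochondrial genes moved these medians most, to 2557 in the stored healthy, 3057.5 in the 2-week, 1833 in the fresh healthy and 1485.5 in the 16-week section, and the 2-week section then ranked first. Fewer than 500 UMIs were counted in 166 spots of the fresh healthy, 60 of the stored healthy, 31 of the 2-week and 134 of the 16-week section. These are counts of molecules after removal of duplicate reads, and the number of reads per spot was not used here.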

Due to size differences between samples, and the fact that the number of total reads per section scales with the number of covered RNA capture spots, different sequencing depths (Mean Reads per Spot) were observed as expected (Fig. 1B). Accordingly, data were normalized to reads per spot to allow for comparisons between samples. While absolute sequencing saturation was the highest in the 2w sample, relative sequencing saturation was decreased in this sample (Fig. 1C). Absolute median genes per spot and total number of genes detected were higher in the 6-year stored (green) compared with the fresh sample (blue), but relative median genes/spot and relative total gene numbers were the lowest in the 2w sample (Fig. 1D + E) because absolute sequencing depth (Fig. 1B) and saturation (Fig. 1C) were higher than in the other samples. 

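The median number of genes per spot was 595 in the fresh healthy section, 689.5 in the stored healthy section, 822 in the 2-week section and 629.5 in the 16-week section. In total, 8912 genes had at least 1 UMI in the fresh healthy, 9897 in the stored healthy, 9241 in the 2-week and 9827 in the 16-week section. With a minimum of 3 UMIs, these totals fell to 7124, 8071, 7206 and 7793 genes. At equal depth of 1000 UMIs per spot, the median was 269 genes in the fresh healthy and 260.0 in the stored healthy section, so the order of these 2 sections was reversed, and it was 322 in the 2-week and 374 in the 16-week section. The choice of depth moved these medians most, and at 2000 UMIs per spot they were 419, 401, 501.5 and 543.5 in the same order. Thinned to 500 UMIs of non-mitochondrial genes, a choice made after seeing the data, the medians of the first 3 sections were nearly level at 253, 250.0 and 252 genes, and that of the 16-week section was 294. When 854 spots and 2321370 UMIs were drawn from every section, a mean over 20 draws of 7539.8 genes was detected in the fresh healthy section (range 7492 to 7603), 7710.2 in the stored healthy section (7648 to 7757), 8465 in the 2-week section (8431 to 8488) and 8837 in the 16-week section (8800 to 8867), with mitochondrial genes included in the draws. Values relative to reads per spot were not computed, since read numbers were not used here. From the absolute and relative values of Fig. 1C to E, the paper reasons that the relative gene numbers were lowest in the 2w sample because its sequencing depth and saturation were higher, and proposes that 6 years of storage did not affect data quality.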

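Cluster assignments made by the authors were not used here, and spots were clustered anew within each section. Counts were scaled to the median UMIs per spot, log2-transformed after adding 1, and centered and scaled per gene. The first 10 principal components then entered k-means clustering with 50 starts, into 2 clusters in the fresh healthy, 4 in the stored healthy and 5 each in the 2-week and 16-week sections, the numbers shown in Fig. 2. A cluster was treated as low-UMI if its median was under 33.3% of that of its section, and the other clusters with at least 20 spots were named as regions from lists of muscle, connective tissue and adipose marker genes, unless their leading genes went against the name. In the stored healthy section this gave a muscle cluster of 1902 spots, a second cluster of 439 spots that is called MYH7-high here, a low-UMI cluster of 98 spots and 1 single spot. COL11A1, CD74 and SPP1 led the MYH7-high cluster, so it was not given a tissue name. In the 2-week section, 723 spots formed a muscle cluster and 66 a low-UMI cluster, 63 spots formed a cluster that is called SNCG-high here, and 2 clusters held 1 spot each. The 16-week section had a muscle cluster of 751 spots, an adipose cluster of 425, a connective tissue cluster of 287, a low-UMI cluster of 262 and 1 single spot. The SNCG-high cluster had raised connective tissue markers but was led by SNCG, MYH11 and ACTA2, which include genes of adipose and smooth muscle cells, so it was not given a tissue name either. COL11A1, KERA and PDGFRL led the 16-week connective tissue cluster, and macrophage markers were raised as much as connective tissue markers in both of these clusters.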

Importantly, there were significant differences in UMI and gene counts within samples, which was dependent on the underlying tissue type (Fig. 1F). Generally, more transcripts (UMIs) were detected in muscle-rich capture spots compared to connective and adipose tissue-rich spots. Conversely, the number of different genes detected was unaffected by UMI capture in connective tissue and was even higher in adipose-rich spots in the 2w sample (Fig. 1F). 

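Within the 2-week section, the median was 4798 UMIs in muscle cluster spots (quartiles 3870.5 and 5975.5) and 3741 in SNCG-high cluster spots (2429 and 4886.5), or 78.0% of the muscle value. The 16-week section had 4170.0 UMIs in muscle spots (2605.5 and 5714.5), 1677 in connective tissue spots (1225.5 and 2350.0) and 1589 in adipose spots (1144 and 2293). Connective tissue spots thus had 40.2% and adipose spots 38.1% of the UMIs of muscle spots. Leaving out mitochondrial genes moved the shares of the SNCG-high cluster and of connective tissue most, to 89.3% and 57.1%. The share of adipose tissue rose to 45.3% in this way, and most, to 50.8%, when each spot was given to the marker list with the highest mean z score. In the stored healthy section, which had no cluster named connective tissue or adipose, the MYH7-high cluster had 6508 UMIs per spot against 5102.5 in the muscle cluster.

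**Figure D1:**
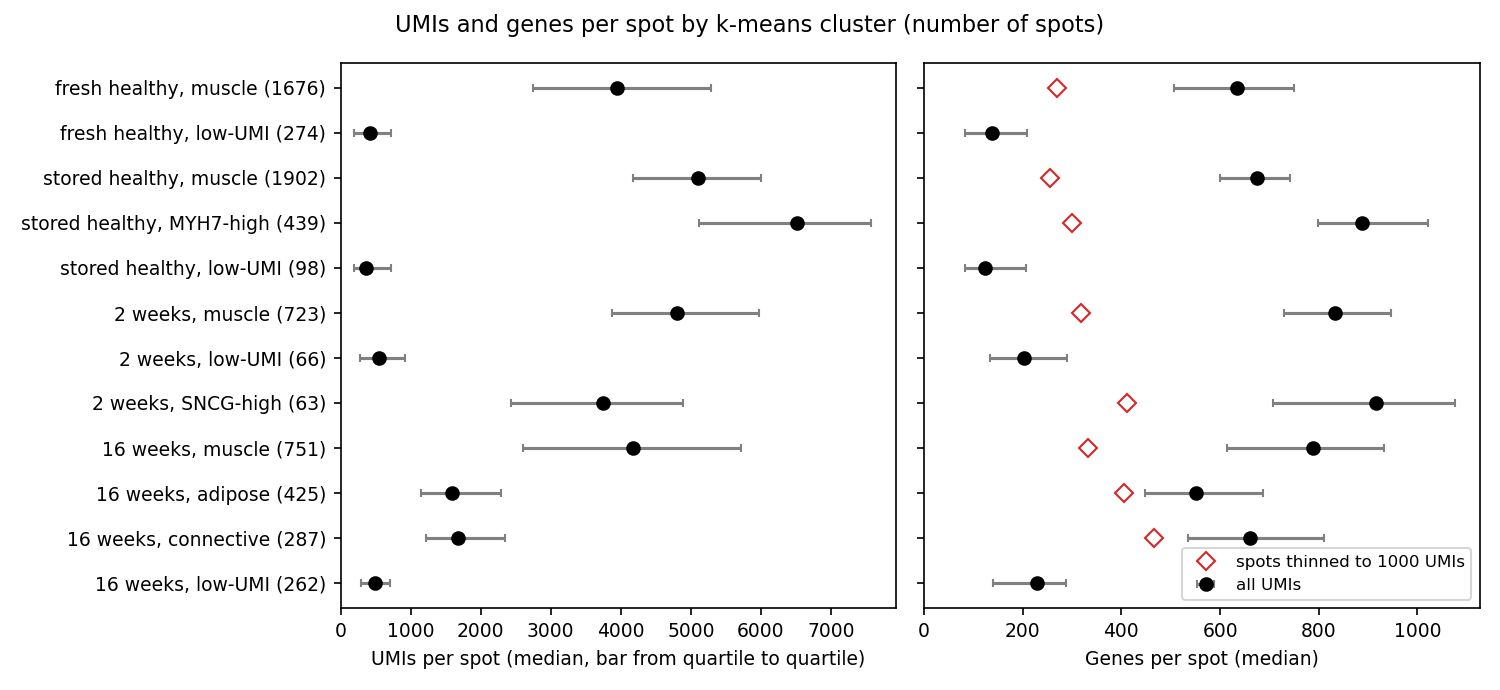
UMIs per spot (left) and genes per spot (right) in each cluster of the 4 sections, as medians with bars from the lower to the upper quartile over spots; the number of spots stands in each label, red diamonds are genes per spot after thinning to 1000 UMIs, low-UMI clusters have no diamond and single-spot clusters are not drawn. In the 16-week section, the connective tissue and adipose clusters lie below the muscle cluster in UMIs and genes per spot, and above it in genes after thinning. The MYH7-high and SNCG-high clusters have no tissue name.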

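Spots of the SNCG-high cluster of the 2-week section had a median of 916 genes and muscle spots 833, a ratio of 110.0%, although their UMIs were lower. At 16 weeks, the medians were 661 genes in connective tissue spots, 552 in adipose spots and 789 in muscle spots, so that connective tissue reached 83.8% and adipose tissue 70.0% of the muscle value. After thinning, the medians were 410.5 genes in SNCG-high against 319 in muscle spots at 2 weeks, and 466 in connective tissue and 406 in adipose tissue against 333 in muscle spots at 16 weeks. Thinning left out 1 SNCG-high spot and 0 muscle spots at 2 weeks, and 35 connective tissue, 69 adipose and 8 muscle spots at 16 weeks. It equalized all UMIs and not those of non-mitochondrial genes, since mitochondrial genes took 34.6% of the UMIs of muscle and 22.4% of SNCG-high spots at 2 weeks, and 39.4% of muscle, 16.1% of connective tissue and 28.1% of adipose spots at 16 weeks. With 500 UMIs of non-mitochondrial genes per spot, a choice made after seeing the data, the gaps narrowed to 293 against 250.0 genes at 2 weeks, and to 317 in connective tissue and 309.5 in adipose tissue against 276 in muscle spots at 16 weeks. These values are 117%, 114.9% and 112% of muscle, in place of 129%, 140% and 122% with mitochondrial genes. No cluster of the 2-week section could be named adipose, since in each of its larger clusters at most 2 adipose marker genes had 10 or more UMIs and 3 were required. The paper proposes that a greater variety of cell types in connective tissue-rich spots raised the number of different genes there despite lower UMI counts.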

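The muscle cluster of the fresh healthy section held 1676 of its 1950 spots (85.9%), with a median of 3941.5 UMIs and 635 genes. The remaining 274 spots formed a low-UMI cluster with a median of 415.5 UMIs and 138 genes.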

The fresh sample was not included in this analysis because it was very homogenous and yielded only one high-quality, muscle-based tissue cluster (data not shown). All other clusters of this sample were low-quality section border clusters. 

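The position of the low-UMI spots could be bounded from groups of spots. The same barcode marks the same position in every capture area, and for each of the 15 combinations of sections, as many barcodes were counted in exactly those sections as positions lay under their tissue, so spots could be placed as 8 groups per section. A position was counted as border if any of its 6 neighbors was not under tissue, which held for 188 positions of the fresh healthy section. Because some groups had more low-UMI spots than border positions, at least 121 of the low-UMI spots of this section could not lie at a border position, and at least 58 could not lie within the 2 outermost rings of positions. Fig. 2A also shows low-quality spots along tears inside the section.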

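The low-UMI cluster of the 2-week section had a median of 548.5 UMIs and 202.5 genes per spot. This section had 221 border positions, and the counts per position group allowed all low-UMI spots to lie there (at least 0 elsewhere).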

An example of such a low-quality section border cluster is shown in the 2-week sample (Fig. 1F). 

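MYH1 (ENSOCUG00000026636) encodes the type 2x and MYH7 (ENSOCUG00000011037) the type 1 myosin heavy chain. In the stored healthy section, MYH1 made up 102 of every 10000 UMIs in the muscle cluster and 14.8 in the MYH7-high cluster, whereas MYH7 made up 70.6 and 212. Genes that define a cluster differ between clusters by construction, so the spots were clustered again without the 14 MYH and MYL genes. This gave clusters of 1913 and 425 spots, with 15.0 MYH1 and 214 MYH7 per 10000 UMIs in the smaller one. In the 2-week section, the muscle spots stayed in 1 cluster. When genes were centered but not scaled before clustering, a choice made after seeing the data, the 2-week section had 3 muscle clusters, of 407, 193 and 157 spots. They are not a division of the 723 spots of the former muscle cluster, since together they are larger. MYH4 (ENSOCUG00000029652), the type 2b gene, then made up 51.8 per 10000 UMIs in the largest and 10.5 in the smallest of these, and MYH7 58.3 and 171. The clustering with unscaled genes kept the MYH and MYL genes and was not repeated without them, so these differences are not independent of it.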

Interestingly, the muscle-rich spots subclustered into fiber types in the healthy and 2-week samples based on myosin heavy (MYH) and light chain (MYL) transcript expression (Fig. 1F).

Unbiased k-means clustering corresponded to the underlying tissue types based on standard H&E histology (Fig. 2A, C, E, G, I). 

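The clusters were named without the H&E images, which were not analyzed here. Of the markers listed before the data were examined, 5 of 12 fast muscle, 8 of 10 slow muscle, 10 of 13 connective tissue and 4 of 12 adipose genes have a feature of that name in the count table. Relative to all other spots of the section, the median log2 ratio of the connective tissue markers was 2.16 in the SNCG-high cluster at 2 weeks and 2.48 in the 16-week connective tissue cluster. The median of the adipose markers in the 16-week adipose cluster was 1.83, from 3 genes. These values describe how the clusters were named and are not independent of the clustering. From the overlay of clusters on H&E in Fig. 2, the paper proposes that transcriptional signatures corresponded to the underlying tissue.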

Unbiased uniform manifold approximation and projection (UMAP) plots, independent of spatial histological information, are displayed in Fig. 2B, D, F, H. Clusters were associated most often with dominant myosin heavy chain types, with connective tissue (green), or with adipose tissue (purple). 

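The low-UMI cluster of the stored healthy section had a median of 361 UMIs and 123 genes per spot, and that of the 16-week section 486 UMIs and 229.5 genes. By the counts per position group, at least 21 of these spots in the stored healthy and 68 in the 16-week section could not lie at a border position, and at least 1 and 0 could not lie within the 2 outermost rings of positions.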

A small number of clusters, typically located at section borders, sometimes with only partial tissue coverage, had lower quality RNA capture making association challenging (Fig. 2A–G). Importantly, as opposed to single-cell RNA sequencing, the transcripts per spot were typically derived from multiple cells (Fig. 2J), thus the spatial transcriptomics clustering information gained was a conglomerate of transcriptomes (Fig. 2K). Accordingly, it was more challenging to use classic transcriptional markers to find specific cells or tissues. For example, the connective tissue marker COL1A1 was detected in almost every capture spot (Fig. 2L). 

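COL1A1 (ENSOCUG00000012881) had at least 1 UMI in 565 of the 854 spots of the 2-week section, or 66.2% (interval 62.9 to 69.3). The share was lower in the other sections: 27.2% of stored healthy spots (25.5 to 29.0), 22.1% of 16-week spots (20.2 to 24.2) and 5.38% of fresh healthy spots (4.42 to 6.48). At 2 weeks, 62 of 63 spots of the SNCG-high cluster and 489 of 723 spots of the muscle cluster had COL1A1. In spots thinned to 1000 UMIs, the shares were 31.0% at 2 weeks, 13.5% at 16 weeks, 7.33% in the stored healthy and 1.43% in the fresh healthy section. The 16-week share lay below the stored healthy share before thinning and above it after, so their order depends on depth. A minimum of 5 UMIs moved the shares most, to 14.1% at 2 weeks and 0.985% at 16 weeks. Fig. 2L shows a part of the 2-week section.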

Transcript count thresholds had to be set in order to correlate the transcriptional marker with the underlying histology, and to use single genes as tissue- or cell-specific markers instead of unbiased clustering (Fig. 2M).

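The threshold of 2.5 used in Fig. 2M corresponds to at least 5 UMIs if its scale is log2 of the count plus 1. At 2 weeks, 120 spots passed this threshold, and 41 of them (34.2%) belonged to the SNCG-high cluster, against 62 of 565 at 1 UMI and 46 of 245 (18.8%) at 3 UMIs. At 16 weeks, all 17 spots with 5 or more UMIs belonged to the connective tissue cluster, as did 62 of 66 (93.9%) at 3 UMIs and 171 of 382 (44.8%) at 1 UMI. The 17 spots were 5.92% of the 287 spots of that cluster, so the threshold left most of it out. COL1A1 entered the clustering and the connective tissue marker list, so these shares are not independent of the clusters.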

**Fig. 2:**
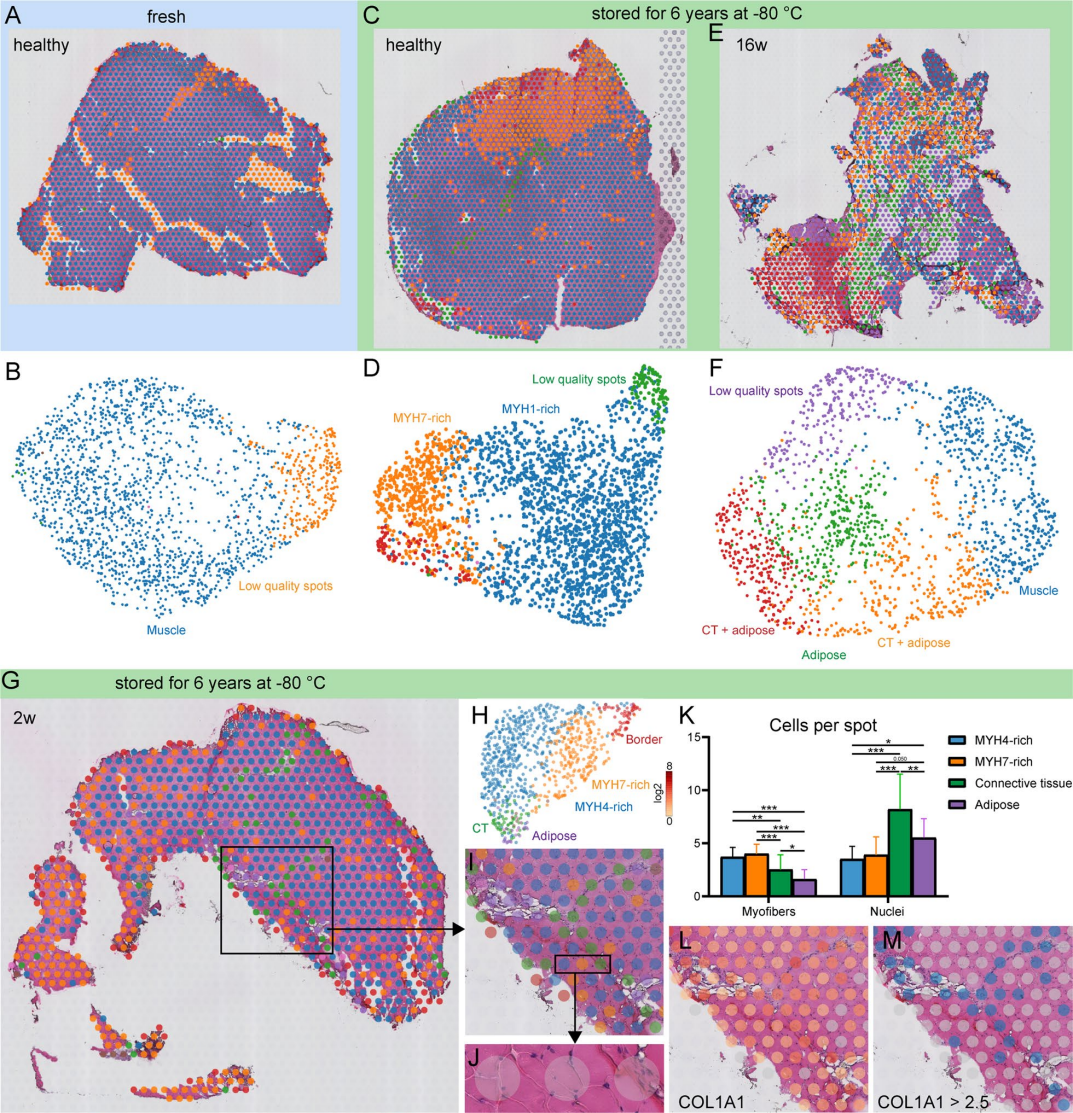
Cluster analysis suggests that transcriptional signatures correspond with the underlying tissue but are a conglomerate of cells and cell types per spot. **A**–**H** Unbiased k-means clustering spatially allocated to their original capture area and corresponding unbiased uniform manifold approximation and projection (UMAP) clustering of the exact same clusters. CT, connective tissue. **I** Illustration of how unbiased clustering corresponded to the underlying histology. The green, pink, brown, and purple clusters appeared to be derived from connective tissue- and adipose-rich areas, respectively, while orange and blue clusters represented muscle fiber-rich areas. **J** Transcripts were typically derived from multiple cells (and cell types) per spot: **K** Cluster-specific myofiber and nuclei numbers per capture spot differed depending on the underlying tissue type. **L** As a practical example of manual tissue identification by transcriptional markers, the connective tissue marker COL1A1 was detected in most capture areas, but **M** connective tissue-rich areas could be highlighted by setting a marker expression threshold. Data in (**K**) are means and standard deviation. *p < 0.05; **p < 0.01; ***p < 0.001

To demonstrate the potential of this technology in skeletal muscle, we performed a proof-of-concept analysis specific to skeletal muscle, *i.e.*, fiber typing based on myosin heavy chain isotype (Fig. 3A), followed by an exploratory approach to identify regenerating muscle fibers and their transcriptional differences compared with their non-regenerating counterparts that appear to be healthy based on H&E (Fig. 3B–E). 

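In the fresh healthy section, 140694 UMIs came from MYH1 and 23662 from MYH7, or 85.2% and 14.3% of all myosin heavy chain UMIs. The stored healthy section had 103154 MYH1 UMIs and 128627 MYH7 UMIs, or 44.0% and 54.9%. MYH4 gave 186 UMIs (interval 160 to 215) in 5.54% of the fresh healthy spots and 292 UMIs in 7.17% of the stored healthy spots, or 0.113% and 0.125% of the myosin heavy chain UMIs. Per 10000 UMIs of all genes, MYH1 stood at 200.5 in the fresh and 82.3 in the stored healthy section, and MYH7 at 33.7 and 103. Without mitochondrial genes, these levels moved to 395 and 162 for MYH1 and to 66.5 and 202 for MYH7.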

In healthy muscle, the predominantly detected myosin heavy chain transcripts were type 2x (MYH1) and type 1 (MYH7) fibers (Fig. 3A) followed by a few type 2b fibers (data not shown). MYH2 (type 2a) was not detected. 

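The count table used here has 0 features with the name MYH2, and MYH2 was therefore not analyzed here. No UMI could be counted on it under that name, whatever its expression.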

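MYH1 and MYH7 were detected together in 1796 of the 1950 fresh healthy spots (92.1%) and in 2343 of the 2440 stored healthy spots (96.0%). Spearman's rho of the 2 genes across spots was -0.22 in the fresh healthy and -0.53 in the stored healthy section. It was -0.34 in the 2-week and 0.08 in the 16-week section. The 16-week value includes spots of the adipose and connective tissue clusters, where both genes were lower than in the muscle cluster. Per 10000 UMIs, MYH1 stood at 53.2 in adipose, 33.5 in connective tissue and 88.3 in muscle spots, and MYH7 at 99.3, 83.7 and 189. This rho therefore does not describe muscle spots alone.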

The expression levels of MYH1 and MYH7 largely mirrored one another, as expected from different fiber types (Fig. 3A). Transcriptional expression of neonatal myosin heavy chain (MYH8) indicating fiber regeneration was sporadically detected (i.e., punctate) in a few fibers and colocalized with myosin light chain 4, another marker for regenerating fibers (Fig. 3B) [34]. Conversely, these transcriptional markers revealed an entire region of muscle undergoing degeneration/regeneration at 2 weeks after rotator cuff tear (Fig. 3C). 

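MYH8 (ENSOCUG00000010229) had at least 1 UMI in 436 of the stored healthy spots, or 17.9% (interval 16.4 to 19.4), and 314 of these had a single UMI. Its 878 UMIs were not spread evenly, since 27 spots had 5 or more UMIs where 0.273 would have them if UMIs fell on spots by depth alone. MYL4 (ENSOCUG00000010829) was detected in 57 spots, or 2.34%. Both genes were found together in 24 spots, against 11.6 for independent placement at the same depths. In the fresh healthy section, MYH8 was found in 25 spots (1.28%, interval 0.831 to 1.89), with 45 of its 83 UMIs in 1 spot, and MYL4 in 1 spot. The stored healthy share of MYH8 was 5.00% with a minimum of 2 UMIs and 1.11% with a minimum of 5. After thinning, this share was 5.20%, with 7.06% in the MYH7-high cluster (4.85 to 9.87) and 4.68% in the muscle cluster (3.78 to 5.73), a difference at the edge of counting error. The level was 1.26 per 10000 UMIs in the MYH7-high cluster (357 UMIs) and 0.527 in the muscle cluster (508 UMIs), and 0.972 in the former without the spot that held 83 of its UMIs.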

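At 2 weeks, MYH8 was detected in 154 spots, or 18.0% (interval 15.5 to 20.8), which overlaps the interval of the stored healthy section. Its level was 2.39 per 10000 UMIs, against 0.700 in the stored healthy section, and 40 spots had 5 or more UMIs against 15.5 for an even spread. MYL4 was detected in 47 spots (5.50%), of which 38 also had MYH8, where 10.6 would be shared by independent placement. Thinned to 1000 UMIs, the shares were 7.12% for MYH8 and 1.12% for MYL4. MYH8 was concentrated in the group of positions that also lay under stored healthy and 16-week tissue but not under fresh tissue, with 24 of 34 spots (70.6%, interval 52.5 to 84.9) against 130 of the other 820 spots (15.9%). In the groups under fresh tissue but not under all sections, 8 of 254 spots had MYH8 and 0 had MYL4. The large group under all sections stood between, with 117 of 512 spots (22.9%). These groups were compared after their values had been seen. From the location of both markers in Fig. 3C, the paper concludes that an entire region of the muscle was undergoing degeneration and regeneration 2 weeks after the tear.

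**Figure D2:**
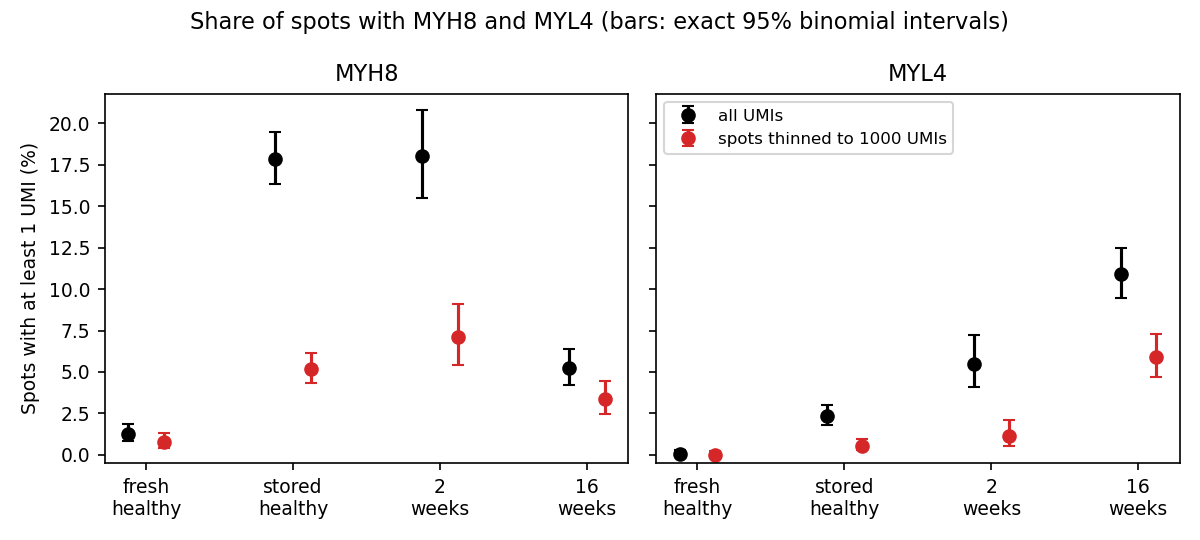
Share of spots with at least 1 UMI of MYH8 (left) and MYL4 (right) in the 4 sections, in percent, from all UMIs (black) and after thinning each spot to 1000 UMIs (red), with exact 95% binomial intervals. MYH8 is as frequent in the stored healthy (17.9%) as in the 2-week section (18.0%), and MYL4 is most frequent in the 16-week section (10.9%).

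**Figure D3:**
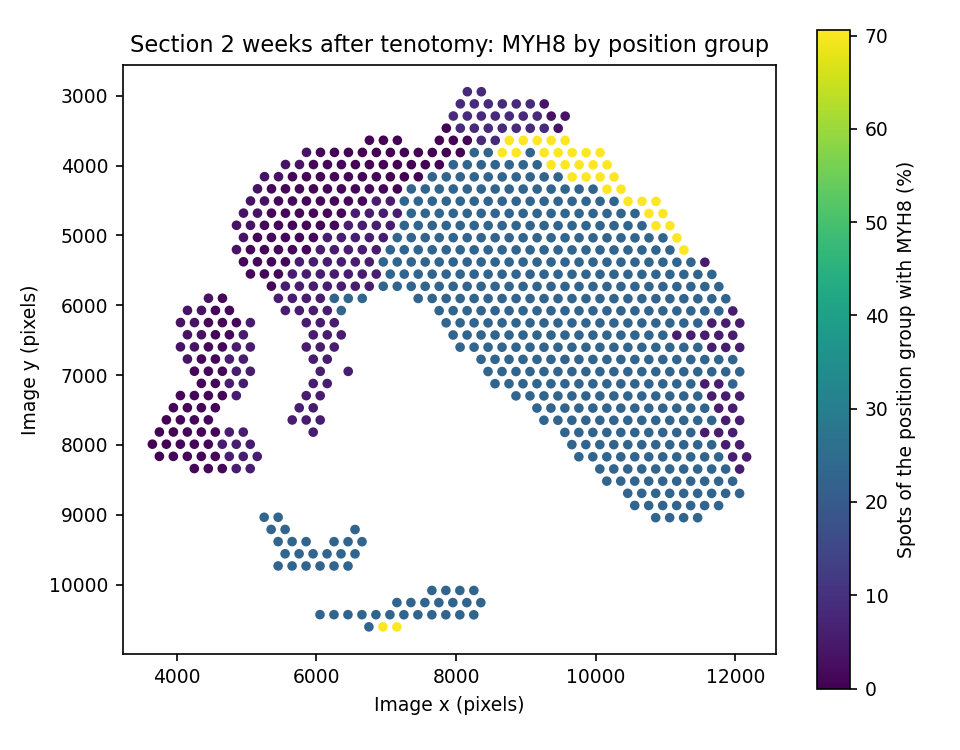
Spot positions of the 2-week section in pixels of its image, with the vertical axis pointing down, colored by the share of spots with MYH8 in the position group of each spot, in percent; a group of 2 spots is not drawn. The group with the highest share (70.6%) lies mostly along the upper edge of the section.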

As this cluster was not identified by unbiased clustering (Fig. 2A), we manually defined this area as “regenerating” based on MYH8 and MYL4 transcript detection and randomly chose two other areas that were; (1) areas histologically identified as healthy muscle based on standard H&E, and (2) areas not identified as regenerating by MYH8 and MYL4 transcript detection (Fig. 3D). 

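The areas drawn by hand in Fig. 3D were replaced by a rule on counts, since spots were not placed on the image. Spots with at least 2 MYH8 UMIs and 1 MYL4 UMI were taken as regenerating, and spots with 0 UMIs of both as other spots. The rule selected 35 regenerating and 627 other spots, with 366343 and 2935519 UMIs in sum, while 126 spots met neither rule and the 66 spots of the low-UMI cluster were left out. The median was 7902 UMIs in regenerating and 4503 in other spots, so the selection favored deeper spots. When spots were selected on MYH8 alone, MYL4 served as an independent readout and was higher by a log2 ratio of 5.33 (interval 4.45 to 6.49, 104 against 10 UMIs). Selected on MYL4 alone, MYH8 was higher by 3.69 (3.50 to 3.88). Of the 35 regenerating spots, 33 belonged to the large muscle cluster and 2 to the SNCG-high cluster. In the clustering with unscaled genes, which was chosen after seeing the data, 22 of the 35 (62.9%) fell into the cluster of 193 spots that was led by MYL4 and ACTC1. MYH8 and MYL4, on which the 35 spots were selected, also entered this clustering, so the overlap is not independent of the selection.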

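Summed UMIs of the regenerating and other spots of the 2-week section were compared for 3821 genes with at least 20 UMIs, with 0.5 UMI added to each sum. MYH8 and MYL4 defined the groups and are not results. The largest increases were in BGLAP (log2 ratio 6.29, interval 5.19 to 7.89, 63 against 6 UMIs, and 5.48 without the spot that held 29 of the 63), ACTC1 (4.07, 3.86 to 4.27, 609 against 291 UMIs), MYBPH (3.71, 2.94 to 4.54, 38 against 23 UMIs), ABRACL (3.47, 2.21 to 4.82, 14 against 10 UMIs) and ENSOCUG00000037528 (3.11), an identifier that the files do not pair with a name. GLNB2 had the largest decrease (-4.83, interval -6.25 to -3.88, 7 against 1711 UMIs), with 253 of its UMIs in a single spot. No UMI was found in regenerating spots for ALDOC, FABP7, ENSOCUG00000006534, also without a name, and 1 of the features named U1, which were at least 3.70-fold, 3.08-fold, 2.45-fold and 2.20-fold lower. JCHAIN had 0 UMIs against 26, a difference close to the limit of detection. MYH7 was lower (-1.42, -1.51 to -1.34) and COL1A1 higher (0.50, 0.30 to 0.69). MYH1 and MYH4 were nearly level at -0.08 each. Both turned positive, to 0.09 and 0.31, against the 175 other spots closest to the regenerating spots in UMIs. The median of these 175 spots, 6292 UMIs, still lay below that of the regenerating spots. Without the regenerating spot that held most UMIs of the gene, MYH4 was at -0.26 (-0.35 to -0.17) and COL1A1 at 0.27 (0.04 to 0.47). Without the other spot that held most, MYH4 was at -0.06 and COL1A1 at 0.64.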

Differential gene expression analysis of these regions revealed transcriptional differences between healthy and regenerating fibers that would otherwise look similar on H&E (Fig. 3E). In summary, this discovery demonstrated the huge potential of this technology to discover and explore new mechanisms and pathways. Key challenges and tips to approach them are summarized in Table 1. The datasets are available on GEO (GSE210773).

**Fig. 3:**
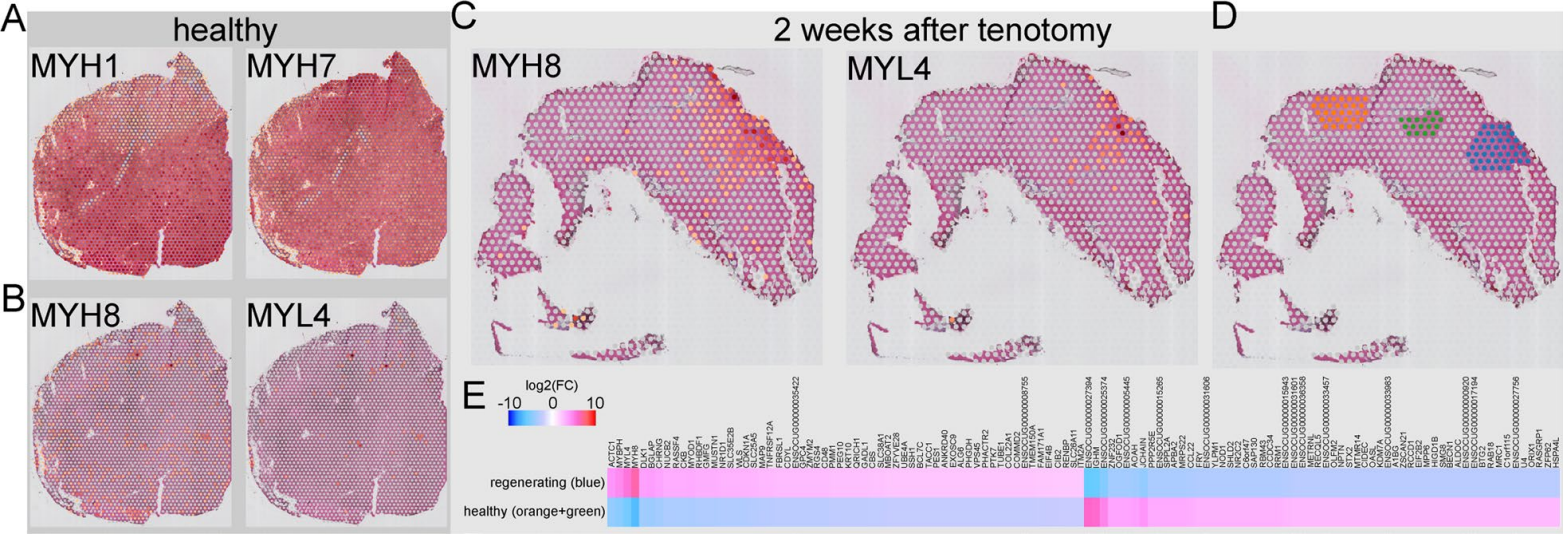
Potential applications of spatial transcriptomics. **A** Regional differences between fast type IIx (MYH1) and slow type I (MYH7) fiber portions in healthy rotator cuff. **B** Only a few very specific spots showed fiber degeneration/regeneration in healthy rotator cuff as indicated by neonatal myosin (MYH8) and myosin light chain 4 (MYL4) expression. Conversely, in (**C**) Muscle at 2 weeks after tenotomy presented with an entire area undergoing a degeneration/regeneration cycle. **D** Manual selection of the regenerating area (blue) based on MYH8 and MYL4 transcript detection and two randomly selected areas (orange and green) which i) did not present with those transcripts and ii) looked healthy based on H&E. These were then used for (**E**) Differentially expressed gene analysis of those healthy vs. regenerating muscle fibers. MYH8 and MYL4 were biased differentially expressed because they were used as a selection criterion for these areas, but the other differentially expressed genes may give us further transcriptional insights into regeneration or lack thereof in this pre-clinical setting. ENSOCUG sequences could not be annotated because we did not find corresponding gene IDs

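Of 120 gene names read from Fig. 3E, 67 have a feature. Of these, 1 had fewer than 5 UMIs, and MYH8 and MYL4 were left out because they defined the groups, so that 64 remained. With the rule-based spot groups of the 2-week section, 23 of the 28 shown as higher in regenerating fibers were higher here, and 33 of the 36 shown as lower were lower, while 44.5% of all 6006 genes with at least 5 UMIs were higher. The paper chose these genes on the same section, so this tally is not independent. Many of those shown as lower had 0 or 1 UMI in the regenerating spots, such as RBM43 (0 against 5) and RRM1 (1 against 12). The regenerating spots had fewer UMIs in sum (366343 against 2935519), so a gene with 0 UMIs there was always scored as lower. The share over all genes was not matched on counts, so it is no strict background for the tally. DLK1, CHRNG, MYOD1, CDKN1A and IGHM have no feature of that name and were not analyzed here. The paper proposes that the genes beyond the 2 selection markers can give insight into regeneration or its lack.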

**Table 1:** Summary of key challenges, tips, and examples from current data

Step	Challenge	Tip	Examples from current data
Establishing permeabilization time	As a bright signal is desired, scientists may choose exposure times that are too long, too much gain, and/or laser strengths that are too high in an effort to obtain "better" images	Verify that there is no signal in the negative control and adjust parameters accordingly	
Choosing tissue section and size	Section has to fit capture area	Trim sample size in the cryostat using a pre-cooled razor blade	
	Mounting sections onto Visium slide is a final step	Before mounting section onto Visium slide, mount test sections onto standard microscopic slide to verify there is no freezing damage and the muscle fibers are oriented correctly	
	The same Cq value (as determined by qPCR) are used per slide for cDNA amplification, but optimal Cq values may differ between samples	Mount approximately similar section sizes and sample types per run	
	If the libraries are going to be pooled for sequencing and these libraries contain information from unequal numbers of capture areas, then sequencing reads are asymmetrically shared, leading to different sequencing depths	Mount approximately similar section sizes and sample types per run	The 2-week sample was too small to be pooled with the other samples (Fig. 1A), leading to unequal sequencing depths (mean reads per spot, Fig. 1B)
Choosing sequencing depth	How deep do these samples have to be sequenced? What is the relationship between false negative rate and sequencing depth?	As a general rule, increasing sequencing depth will increase sequencing saturation which decreases false negative rate. Based on the current data, this has to be addressed separately for each sample depending on tissue size and heterogeneity	Higher mean reads per spot leads to higher absolute sequencing saturation (Fig. 1A + B). Despite this, most genes were detected in the largest sample (Fig. 1E), even though sequencing depth and saturation was lowest in this sample (Fig. 1B + C)
Interpreting false negative rate per cluster or tissue type, respectively	The transcripts per spot are derived from more than one cell (Fig. 2D + E). The more heterogeneous these cells are, the more different transcripts are expected to be; thus, the deeper it must be sequenced	Increase sequencing depth depending on spots and tissue type of interest	More nuclei contribute to capture areas of connective tissue (Fig. 2E). Even though these spots tended to contain fewer RNA molecules compared with the cytosol of myofibers (Fig. 1B), the number of different genes is less affected, suggesting more heterogeneity (Fig. 1B)
Identification of areas of interest and investigating heterogeneity	The heterogeneity of cells contributing to a spot may exceed more subtle tissue-specific transcriptional states in unbiased clustering	Manually perform hypothesis-driven transcriptional marker search	Myofibers undergoing degeneration/regeneration cycles did not cluster separately (Compare Fig. 2A with Fig. 3C). Manual selection and differential gene expression analysis was performed using expression of key transcriptional markers (Fig. 3D + E)

## Discussion

The goal of this project was to establish the Visium spatial transcriptomics technology in a clinically relevant animal model for skeletal muscle diseases. The current data demonstrated the feasibility and potential of this technology to investigate skeletal muscle conditions. Importantly, valuable data were derived even from tissues that have been stored at − 80 °C for over 6 years.

The hypothesis that UMIs and number of different genes per cluster differed depending on the underlying tissue was confirmed. This is important to note because the Space Ranger Web Summary by 10 × Genomics reports these numbers only across all clusters [35] but decreased UMI and gene counts in certain clusters may limit the interpretation of the data because, accordingly, sequencing saturation may be locally overestimated in those clusters [35]. We hypothesize that UMI counts in spots predominated by muscle cells were higher because cryosectioning per se perpendicularly cuts through the muscle fiber, thus naturally exposing the cytosol and residing transcripts to the capture area of the slide, which would facilitate the activity of the permeabilization enzyme. Conversely, membranes of mononuclear cells residing in connective tissue between fibers may have remained intact after cryosectioning, leading to locally different efficiencies in the incubation with permeabilization enzyme. Interestingly, the number of different genes in connective tissue-rich capture spots appeared to be less affected by lower UMI counts. It is possible that higher heterogeneity of cell types in connective tissue-rich spots increased the number of different genes in these spots despite relatively lower UMI counts, because the connective tissue is vascularized and, thus, is not only home to fibroadipogenic progenitors and resident macrophages, but also endothelial cells, pericytes, smooth muscle cells, and blood-derived cell populations including monocytes, dendritic cells, granulocytes, T, B, and natural killer cells, and others [18]. Following the manufacturer’s protocol for permeabilization, the optimal incubation time was found to be 18 min (see Methods). The most closely related tissue evaluated directly by the manufacturer was human heart for which 12 min was reported (10 × Genomics, user guide CG000238 Rev E). Based on the heterogeneity of UMI and gene counts between muscle and mononuclear connective tissue cells, future studies should investigate whether adjusting permeabilization time may increase UMIs in connective tissue-rich spots without negatively affecting transcripts of muscle cells. Furthermore, based on these data, we recommend not to pool samples of unequal section areas during library construction nor sequencing to avoid even more unequally distributed sequencing depths and saturations (Table 1).

While the Visium technology presented as a useful alternative to sc/snRNA-seq because it allowed detection of non-nucleic RNA present in muscle fibers, a limitation was that the transcripts in each capture spot were typically derived from multiple neighboring fibers along with mononuclear cells residing in the adjacent endo- and perimysium. This shortcoming should be considered when analyzing Visium data (Table 1). As a current example, predominant MYH quantification per spot will likely not replace the histological gold standard to quantify muscle fiber types until single fiber resolution is available. To overcome this lack of resolution, previous studies have attempted to determine different cell types per spot and allocate specific transcripts to a specific cell type by combining this spatial technology with sc/snRNA-seq datasets and/or novel deep learning tools [18, 36, 37].

Lastly, the different expression pattern of the regenerative markers MYH8 and MYL4 [34] in healthy vs. torn supraspinatus muscle and even within torn muscle is highly interesting because the degeneration of rotator cuff is still considered irreversible in human [15, 38] and animal models [28, 39], and it is unclear why certain fibers appear to regenerate while others do not. However, the current dataset was intended to evaluate the use of the technology and its nature only allows qualitative analysis. A new dataset including a larger cohort of subjects will be needed for quantitative comparison of healthy vs. torn vs. repaired rotator cuff and analysis of the transcriptional pathways involved in degeneration, regeneration, or lack thereof, in this model. In addition to increased sample numbers per time point, the clinically relevant time point of repair needs to be added along with protein or histological findings to support the transcriptional data.

In summary, these data suggested that Visium may be a valuable technology in the rabbit skeletal muscle translational model as; (1) transcriptional heterogeneity matched the underlying tissue type based on H&E which is routinely used on clinical samples, (2) it can retrospectively be performed in tissue that has been stored for over 6 years, (3) it allows classic skeletal muscle applications, such as assessing myosin heavy chain portions, and (4) it may lead to novel discoveries that go beyond combining standard histology with bulk RNA sequencing or qPCR. Moving forward, larger datasets that allow clinically and pathologically relevant conclusions and more quantitative analyses of different time points and treatments using this technology are needed in skeletal muscle.

## Data Availability

The datasets are publicly available on Gene Expression Omnibus (GEO GSE210773).

How the deposited data were processed for this re-analysis (not part of the article)

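The data were 4 Visium sections of rabbit supraspinatus muscle, 1 each from fresh healthy muscle, healthy muscle stored for 6 years, and stored muscle collected 2 and 16 weeks after tenotomy. The authors counted UMIs per gene and spot with Space Ranger 1.2.0 on the genome OryCun2.0 with Ensembl annotation, after aligning the images by hand in Loupe Browser, and deposited the counts of spots under tissue without normalization. Lists of spot positions with a tissue flag accompany these counts and carry no barcodes. A count is a number of molecules, since reads with the same UMI were merged, so it does not give the number of reads.

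All 6970 spots and all 21139 genes were used as deposited, and 37 mitochondrial genes were recognized by their neighboring identifiers. Total UMIs per section lay between 4079313 and 12536450. No doublet caller was run, since a spot is a region of tissue that can hold several cells. With 1 section per condition and no replicates, no test was run and no p-value or standard error was computed. Sums of UMIs carry exact Poisson intervals, shares of spots exact binomial (Clopper-Pearson) intervals, ratios of sums exact conditional intervals and medians intervals from order statistics, all at 95% and for counting error only. They cover neither differences between animals nor between sections. A ratio against 0 UMIs is given as a bound computed with 3 counts. To compare spots of different depth, each was thinned without replacement to 1000 UMIs.

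Clusters were rebuilt within each section by k-means on 10 principal components, in the manner of Space Ranger, so a difference from the clusters of the study can come from this rebuilding. The number of clusters was taken from Fig. 2. Marker lists for fast and slow muscle, connective tissue, adipose tissue, macrophages, blood and regenerating fibers were fixed before the data were examined, and 9 of 9 macrophage genes, 1 of 5 blood genes and 6 of 9 regenerating fiber genes have a feature. The rule that turned lists into names was set after seeing the data. It counts the fast, slow and regenerating lists as muscle, leaves the macrophage and blood lists out, and asks for at least 20 spots per cluster and at least 3 markers with 10 or more UMIs. A cluster whose leading genes went against the name stayed unnamed, which held for the MYH7-high and SNCG-high clusters. The clustering with unscaled genes was also added after seeing the data, because the clustering set before gave clusters of a single spot. In the MYH7-high cluster of the stored healthy section, the connective tissue list (median log2 ratio 1.98), the macrophage list (1.86) and the regenerating list (2.71) were all above the slow muscle list (1.14). The macrophage list had a median of 2.19 in the SNCG-high cluster at 2 weeks and 2.56 in the 16-week connective tissue cluster. The blood list could not be scored.

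The genes named were those in the text of the paper, 8 genes of Fig. 3E, and for each comparison the 5 genes with the largest and the 5 with the smallest log2 ratio, among genes with a symbol and at least 200 UMIs between sections, and among all genes with at least 20 UMIs between spot groups. The 2 features with identifiers only that are discussed for the 16-week section, and MZB1, were named after their values were seen. Sections were compared as log2 ratios of UMIs relative to the total of each section, with 0.5 UMI added. Gene names came from the count table. The annotation table of a second rabbit assembly, mOryCun1.1, gave no name for the identifiers printed here.

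Spots were placed as groups, not singly. In all 15 combinations of sections, the number of barcodes counted in exactly those sections equaled the number of positions under tissue in exactly those sections (2931 barcodes and 2931 positions in total). The position groups, the groups singled out at 2 and 16 weeks and the bound on border spots were chosen after seeing the data.

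Alternatives set before the data were examined covered a minimum of 500 UMIs per spot, leaving out mitochondrial genes, other depths for thinning, 20 principal components, clusters without MYH and MYL genes, another seed, assignment of spots by marker list, other minimum counts, other selections of regenerating spots, scaling by the median gene and leaving out low-UMI clusters. Clusters from unscaled genes, thinning to 500 UMIs of non-mitochondrial genes, regenerating spots of the largest cluster only and leaving out the spot with most MMP12 UMIs were added after seeing the data. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9. They were tested on simulated data with 200 changed genes. For the 16-week against the stored healthy section (2560 genes), the true ratio lay inside the 95% interval for 96.5% of changed and 95.2% of unchanged genes, and for regenerating against other spots (3823 genes) for 96.0% and 96.6%. The simulated sums were drawn as Poisson counts, which is what these intervals assume, so coverage near 95% followed from the setup. UMIs concentrated in single spots, as seen for some genes here, were not simulated. Of 854 simulated spots in 2 groups, 96.4% were placed with their own group with scaled genes and 99.5% with unscaled genes. Reads, sequencing saturation, myofiber and nuclei numbers and the H&E images were not used here. The relation between MYH1 and MYH7 across spots was computed in all 4 sections, and its values outside the stored healthy section are not reported here, so it is not set beside the paper's statement on healthy muscle.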

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

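The leaving out of the highest spots, the position groups and the MYH8 level in and outside 1 of them were tests chosen only after the result was seen, whereas scaling by the median gene, thinning of whole sections and the plasma cell list had been set earlier.

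MYL4, ACTC1 and MYBPH stood out in the 16-week section, for which the paper does not report regeneration markers, because they were above the stored healthy section. The log2 ratios were 3.26 for MYL4 (interval 2.98 to 3.55, 486 against 134 UMIs), 1.82 for ACTC1 (1.77 to 1.86) and 2.94 for MYBPH (2.70 to 3.19). The median gene rose by 0.77 in this comparison, so relative to it the 3 ratios were 2.49, 1.05 and 2.17, the smallest of which argues against a few abundant genes changing the denominator as the whole cause. A difference in UMIs per spot would leave no higher share after thinning, but 5.90% of the thinned 16-week spots had MYL4 against 0.554% in the stored healthy section. A few spots with most of the UMIs were also excluded, since without the 10 highest spots of each section the MYL4 ratio was 3.98 (3.56 to 4.44, 311 against 52 UMIs).

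Part of this signal fell into 1 group of positions, the 124 spots that also lay under fresh tissue and under no other section. MYH8 was found in 33.1% of them (interval 24.9 to 42.1), against 3.06% of the other 1602 spots, and MYL4 in 49.2% against 7.93%. The group held 119 of the 208 MYH8 UMIs of the section, and 76 of its spots belonged to the connective tissue cluster. Depth does not explain it, since the median was 1862.5 UMIs in the group and 2116 outside, and after thinning 24.8% of spots in the group (16.9 to 34.1) and 1.58% outside had MYH8. If regenerating fibers with MYH8, as at 2 weeks, were the source, MYH8 would be above the stored healthy section. In the group it was, with a log2 ratio of 2.52 (2.22 to 2.79). The group was chosen after its values had been seen, which raises the level inside it and lowers the level outside. The higher level inside therefore does not decide for such fibers. Over the whole section, which does not depend on this choice, MYH8 was lower, at -0.67 (-0.90 to -0.46). Outside the group MYH8 was lower, at -1.80 (-2.14 to -1.49), while MYL4 (2.41), ACTC1 (1.72) and MYBPH (2.68) were still higher, which argues against these fibers for that part. The hypothesis of a regenerating focus at 16 weeks was found and tested on the same section. A change in tissue composition, the side of the animal and differences between single sections stay open and untested. The 2 healthy sections differed by more than this in ACTC1, with a log2 ratio of 3.55 for stored against fresh, and by 5.65 in MYL4 (3.73 to 11.54, 134 against 1 UMIs) and 3.19 in MYBPH, so differences of this size also occurred between single healthy sections.

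The features ENSOCUG00000027394 and ENSOCUG00000025374, which the files do not pair with names, were high in the 16-week section, for which the paper does not report them. Fig. 3E lists both as lower in regenerating areas at 2 weeks, and its caption states that such identifiers could not be annotated. In the regenerating spots here they were also lower, by log2 ratios of -2.67 (14 against 738 UMIs) and -2.10 (5 against 188 UMIs), but 1 other spot held 332 of the 738 and 1 held 94 of the 188 UMIs. Without these spots, the ratios were -1.81 (interval -2.74 to -1.10) and -1.10 (-2.89 to 0.04), so the latter feature cannot be told from unchanged. Against the stored healthy section, the log2 ratio was 10.49 for the former (interval 9.88 to 11.26, 10589 against 19 UMIs) and 10.35 for the latter (8.82 to 13.72, 1235 against 2 UMIs). The former was found in 745 spots of the 16-week section (43.2%), with at most 794 UMIs in 1 spot, and the latter in 209. Both were lowest in the stored healthy section, with 251 and 79 UMIs in the fresh healthy and 806 and 202 UMIs in the 2-week section. As a hypothesis, they could come from plasma cells. The plasma cell list was written before its values were seen and has 12 genes, of which 6 have a feature and 2, JCHAIN and MZB1, had enough UMIs to be tested. Both of the 2 were higher in the 77 spots with at least 23 UMIs of ENSOCUG00000027394, JCHAIN by 6.07 (5.49 to 6.72, 95 against 31 UMIs) and MZB1 by 6.92 (5.52 to 9.04, 24 against 4 UMIs). These spots held 82.1% of its UMIs, and 63 of them were in the connective tissue cluster. With only 2 testable genes, of which JCHAIN is also shown in Fig. 3E, plasma cells cannot be told apart from other sources. No test of the other technical explanations was made for these 2 features, but the stored healthy and the 16-week section came from 1 animal, so a variant of the animal would not separate them.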

How the results depend on the processing

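The alternatives in this part were set before the data were examined, except the clustering with unscaled genes, the thinning to UMIs of non-mitochondrial genes, the restriction to the largest cluster and the leaving out of 1 spot, which were chosen only after the results were seen. Of 568 values of 149 results under alternatives, 399 stayed within the counting interval of the value reported (or, for numbers of spots and genes in sum, within 1.5 times), 164 moved further and 5 changed sign. Of the values that moved, 16 are of single genes in regenerating against other spots and 32 of single genes between sections, and the others are given here. The cause was not tested unless stated. No paired analysis was possible because each condition had 1 section. Values in series are in the order fresh healthy, stored healthy, 2 weeks and 16 weeks.

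The numbers of spots under tissue and the total genes changed by less than 1.5 times, and the shares of Fig. 3E genes with the direction shown stayed within their intervals in all 14 values. Every region was found in every setting, and with 20 principal components, another seed or unscaled genes the ratios between regions did not leave their intervals.

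Without mitochondrial genes the levels moved because the denominator shrank. Median UMIs per spot were 1833, 2557, 3057.5 and 1485.5, and median genes 578, 671 and 801 in the first 3 sections. UMIs relative to muscle became 143% in the MYH7-high cluster, 89.3% in the SNCG-high cluster at 2 weeks, and 57.1% in connective and 45.3% in adipose tissue at 16 weeks. Per 10000 UMIs, MYH1 was at 395, 162, 707 and 116, MYH7 at 66.5, 202, 117 and 244, MYH4 at 0.523, 0.459, 60.2 and 0.135, and MYH8 at 0.233, 1.38, 3.61 and 0.670. The log2 ratios at 2 weeks against stored healthy became 7.03 for MYH4, 1.39 for MYH8, 1.04 for MYL4 and 2.16 for COL1A1, and those at 16 weeks -1.04 for MYH8, 2.89 for MYL4, 1.45 for ACTC1 and 2.58 for MYBPH.

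Scaling by the median gene lowered ratios by 0.51 at 2 weeks and by 0.77 at 16 weeks. At 2 weeks MYH4 was then 6.91, MYH8 1.26, MYL4 0.92 and COL1A1 2.04. At 16 weeks MYH8 was -1.44, MYL4 2.49, ACTC1 1.05, MYBPH 2.17 and ENSOCUG00000027394 9.72, and 2 genes changed sign, MYH7 from 0.64 to -0.13 and COL1A1 from 0.65 to -0.12.

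With spots of at least 500 UMIs, the fresh healthy medians rose to 3797.5 UMIs and 619 genes and the 16-week medians to 2257.5 UMIs and 661.5 genes. Thinned to 500 UMIs, the median genes were 167, 163, 198 and 235, and thinned to 2000 UMIs 419, 401, 501.5 and 543.5, with the same order of sections at each depth. Thinned to 500 UMIs of non-mitochondrial genes, they were 253, 250.0, 252 and 294, so the order of the first 3 sections depends on mitochondrial genes. In this setting the genes relative to muscle were 107% in the MYH7-high cluster, 117% in the SNCG-high cluster, 114.9% in connective and 112% in adipose tissue at 16 weeks, so a part of the higher gene numbers after thinning went with the lower share of mitochondrial UMIs. COL1A1 was then in 1.66, 6.73, 25.1 and 11.1% of spots, MYH8 in 0.414, 5.19, 5.56 and 1.80%, and MYL4 in 0, 0.596, 0.864 and 5.20%.

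Thinned to 1000 UMIs, COL1A1 was in 1.43, 7.33, 31.0 and 13.5% of spots, MYH8 in 0.772, 5.20, 7.12 and 3.35%, and MYL4 in 0, 0.554, 1.12 and 5.90%. Before thinning, Spearman's rho of MYH1 and MYH7 across spots was -0.22, -0.53, -0.34 and 0.08. The stored healthy value moved from -0.53 to -0.43. The values differ between sections, also between the healthy ones, and none is given as a property of healthy muscle. With at least 2 UMIs, MYH8 was in 0.308, 5.00, 10.7 and 1.45% and MYL4 in 0, 0.615, 2.58 and 3.71% of spots. COL1A1 was in 0.256, 4.10, 28.7 and 3.82% with at least 3 UMIs and in 0.0513, 1.43, 14.1 and 0.985% with at least 5 UMIs. MYH8 was as frequent in the stored healthy as in the 2-week section at 1 UMI, and less frequent at 2 UMIs.

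With each spot given to a marker list, the spots matching the MYH7-high cluster had 111% of the UMIs, 109% of the genes and 104% of the thinned genes of the largest cluster. Spots given to the connective tissue list had 112% of the thinned genes of muscle at 2 weeks, and 73.6% of the genes and 133% of the thinned genes at 16 weeks. Adipose tissue had 50.8% of the UMIs, 77.0% of the genes and 118% of the thinned genes. Clustered without MYH and MYL genes, the largest stored healthy cluster had 101.6 MYH1 and 71.2 MYH7 per 10000 UMIs.

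In regenerating against other spots, MYH1 and MYH4 changed sign against other spots matched on UMIs per spot, from -0.08 each to 0.095 and 0.31, although the 175 matched spots still had fewer UMIs (median 6292 against 7902), and MYH4 also with spots selected on MYL4 alone, to 0.054. ACTC1 stayed positive in all settings.

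Depth limits the shares of spots. The median 16-week spot had 2090.0 UMIs, and 352 of its spots were too shallow for thinning. MYL4 had 1 UMI in the fresh healthy section, so no ratio against that section is precise.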

Differences from the paper's values

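The tests in this part were set before the data were examined, except the clustering with unscaled genes and the bound on border spots, which were chosen only after the results were seen. No value stated in the text or read from a figure differed from the value here by more than 1.5 times.

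Fig. 1D shows the median genes per spot of the 16-week section as high as that of the 2-week section, about 820 for both, read by eye. Here the 16-week median was 629.5 genes, below the 2-week and the stored healthy section. It was 661.5 with spots of at least 500 UMIs and 614 without mitochondrial genes, so none of the alternatives set before the data were examined closed the gap.

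The text of the paper states that COL1A1 was found in nearly all capture spots, whereas the caption of Fig. 2L speaks of most capture areas. Here it had at least 1 UMI in 66.2% of the spots of the 2-week section, part of which Fig. 2L shows. In each other section it was found in 27.2% or less of the spots. The 2-week share thus lies below the wording of the text and goes with that of the caption. Higher minimum counts and thinning remove detections, so these alternatives do not test the wording of the text.

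The paper describes MYH8 in healthy muscle as limited to a few spots. In the fresh healthy section it was in few spots here too, 25 of 1950 (1.28%). In the stored healthy section it had at least 1 UMI in 436 spots (17.9%), close to the 18.0% at 2 weeks. With at least 2 UMIs it was in 5.00% of the stored healthy spots and 10.7% of the 2-week spots.

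The paper describes fiber type clusters among the muscle spots of the 2-week section. In the clustering set before the data were examined, these spots stayed in 1 cluster. Clustering with unscaled genes, chosen after seeing the values, gave 3 muscle clusters at 2 weeks, which together also hold spots from outside the former muscle cluster, with 58.3, 43.1 and 171 MYH7 per 10000 UMIs. MYH and MYL genes entered this clustering, so the MYH7 levels are not independent of it.

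The paper states that unbiased clustering did not find the regenerating area. In the clustering with unscaled genes, chosen after seeing the values, 22 of 35 regenerating spots fell into 1 cluster of 193 spots, while the clustering set before put 33 of the 35 into the large muscle cluster. MYH8 and MYL4, on which the 35 spots were selected, also entered both clusterings. The overlap is therefore no independent test of the paper's statement.

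The paper places the low-quality clusters of the fresh sample at section borders. By the counts per position group, at least 121 of its 274 low-UMI spots could not lie at a border position, and at least 58 could not lie within the 2 outermost rings of positions.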

Other observations

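The tests in this part were chosen only after the result was seen, except the rank correlation of low-UMI spots with border positions, the thinning of whole sections to 1000 UMIs and scaling by the median gene, which had been set earlier.

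MYH4 had 16259 UMIs in the 2-week section, against 292 in the stored healthy, 186 in the fresh healthy and 42 in the 16-week section, and was found in 91.7% of the 2-week spots. The log2 ratio to the stored healthy section was 7.42, or 6.91 relative to the median gene. If reads of MYH1 had been counted on its paralog MYH4, the 2 genes would keep about the same ratio in every section, but there were 8.51 MYH4 UMIs per 100 MYH1 UMIs at 2 weeks (interval 8.38 to 8.65) and 0.132, 0.283 and 0.116 in the fresh healthy, stored healthy and 16-week sections. Only 1 section came from the animal of the 2-week section, so a difference between animals, or in the part of the muscle that was cut, cannot be told apart from an effect of the tear.

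MYH8 was found in as large a share of spots of the stored healthy as of the 2-week section. Free RNA spread evenly over the spots was tested as an explanation. Spreading all 878 MYH8 UMIs by depth would give 0.273 stored healthy spots with 5 or more UMIs. There were 27, which argues against such an even spread for these spots. The level of MYH8 was higher in the MYH7-high than in the muscle cluster by a log2 ratio of 1.26 (interval 1.06 to 1.46), and by 0.88 (0.67 to 1.10) without the spot with most MYH8 UMIs, while their thinned shares of 7.06% and 4.68% differed at the edge of counting error. A second even spread was matched to the 436 spots with MYH8 and not to its UMIs, as if every detection came from free RNA. It would give 47.6 spots with 2 to 4 UMIs, or 49.4 with depth taken over non-mitochondrial genes, and 0.0193 with 5 or more. There were 95 spots with 2 to 4 UMIs (interval 76.9 to 116), so free RNA at this level does not account for all of them. Their number under the first spread was not computed. For the 314 spots with 1 UMI, no value decides between free RNA and expression in scattered fibers. Free RNA that is spread unevenly was not tested. A difference in UMIs per spot stays open too, since the thinned shares of 5.20% in the stored healthy and 7.12% in the 2-week section had overlapping intervals, as had those of 5.19% and 5.56% over non-mitochondrial genes.

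MYH8 and MYL4 spots of the 2-week section fell mainly into 2 position groups. In the group under stored healthy and 16-week but not fresh tissue, 9 of 34 spots met the rule for regenerating spots, and in the group under all sections 25 of 512. Depth was tested as an explanation. After thinning, 37.5% of the 32 remaining spots of the smaller group had MYH8 (interval 21.1 to 56.3), against 5.85% elsewhere (4.30 to 7.75), so a difference in UMIs per spot between the groups is not the whole cause. Border position acting alike along the whole edge would give each group the share that follows from its border positions. For a border of 1 ring, 6 of the 8 groups had intervals that left this share out, and for 2 rings 4. The smaller group had 41.2% border positions and 70.6% of spots with MYH8, while the groups with 40.6% and 40.2% border positions had MYH8 in 0 of 32 and 7 of 122 spots. This argues against border position as the whole cause. A regional process in the muscle stays open as a hypothesis.

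MMP12 and GPNMB were among the genes with the largest log2 ratios of stored against fresh healthy muscle. A single spot held 179 of the 255 MMP12 UMIs (70.2%) and 334 of the 570 GPNMB UMIs (58.6%) of the stored healthy section. This spot had 16884 UMIs, was led by MMP12, GPNMB, LGALS3 and CD68, and formed a cluster of its own. If 1 spot with most of the UMIs were the whole cause, no difference would be left without it. Without it MMP12 had 76 UMIs against 0 and was still at least 14.2-fold higher, in place of at least 47.6-fold, and the log2 ratio of GPNMB was 3.41 (interval 2.63 to 4.44, 236 against 12 UMIs) in place of 4.68. The spot thus enlarged both differences and is not their whole cause. At 16 weeks against stored healthy, MMP12 was at -1.21 without the spot in place of -2.95. Storage, animal and section stay open and untested.

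Low-UMI spots were tested for border position. If it were the cause, position groups with more border positions would hold more low-UMI spots in all 4 sections. Spearman's rho over 8 groups was 0.14 in the fresh healthy, -0.32 in the stored healthy, -0.14 in the 2-week and 0.20 in the 16-week section. The groups are few and coarse, and in the stored healthy and 2-week sections 1 of them held 2 spots, so rho does not decide. Other values go with border position. In 3 sections the group under no other tissue, where border positions were frequent, had the highest share of low-UMI spots. It had 39.6% border positions and 20.9% low-UMI spots in the fresh healthy section, 75% and 42.9% at 2 weeks (at most 8.33% in the other groups), and 69.6% and 23.9% at 16 weeks, whereas in the stored healthy section it had 22.1% and 2.66%. Groups with a larger share of border positions than their section as a whole had 16.3% low-UMI spots against 13.0% in the other groups of the fresh healthy section and 10.3% against 6.70% at 2 weeks, but 3.95% against 4.05% in the stored healthy section and 15.3% against 15.1% at 16 weeks. In the fresh healthy section, at least 121 of 274 low-UMI spots could not lie at a border position and at least 58 could not lie within the 2 outermost rings, which argues against border position as the whole cause there. The bounds were 21 and 68 in the stored healthy and 16-week sections but 1 and 0 for 2 rings, and 0 for both at 2 weeks, so in these 3 sections border position stays open as a cause, depending on how wide a border is taken. Border position acting alike along the whole edge was tested as well. In the 16-week section 6 of the 8 groups, and in the fresh healthy section 3, had intervals that left out the share that follows from their border positions, for 1 and for 2 rings, which argues against it there. In each of the stored healthy and 2-week sections it was 1 group, which does not decide. At 16 weeks a border that acts on part of the edge only stays open. Tears inside the tissue and poor contact were not tested.

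Between sections, the median gene was higher by 0.51 at 2 weeks and by 0.77 at 16 weeks and was at -0.05 for stored against fresh healthy muscle, and relative to it each ratio given here is lower by that amount. At 2 weeks against stored healthy, the largest log2 ratios after MYH4 were CHI3L1 (6.28), GSTA5 (3.79), LIMCH1 (2.92) and IGFBP5 (2.82), and the smallest were MMP12 (-5.79, interval -11.68 to -3.88, 1 against 255 UMIs), NDUFAF2 (-4.79), METTL21C (-4.50), GPNMB (-3.78) and CSRP3 (-2.18). A single stored healthy spot held 179 of the 255 MMP12 and 334 of the 570 GPNMB UMIs. Without it the stored healthy counts were 76 and 236, against 1 and 13 at 2 weeks, so both decreases would be smaller. MYH1 was at 2.51, COL1A1 at 2.55, MYH8 at 1.77, MYL4 at 1.42, MYH7 at -0.41 and ACTC1 at -0.86.

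At 16 weeks against stored healthy, AQP8 had 366 UMIs against 0 and was at least 322-fold higher, followed by PTGER3 (6.99), CIDEA (6.30), SNCG (6.01) and ALDOC (5.96). The smallest ratios were those of NDUFAF2 (-6.59, interval -12.48 to -4.68, 1 against 381 UMIs), MMP12 (-2.95), CA9 (-2.90), METTL21C (-2.54) and ANKRD1 (-2.01). The section had a cluster named adipose and the stored healthy section had none, so these are ratios of tissue and not of fibers. MYH1 was at -0.11, MYH4 at -1.38, MYH8 at -0.67 and JCHAIN at 5.96. MYH7 (0.64) and COL1A1 (0.65) were higher before and lower after subtracting the median gene (-0.13 and -0.12).

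For stored against fresh healthy muscle, MMP12 was at least 47.6-fold higher (255 against 0 UMIs), followed by 1 of the features named U1 (4.92), NDUFAF2 (4.83), GPNMB (4.68) and SFRP2 (4.14). SHISAL2A (-3.01), HSPB8 (-2.58), FLNC (-2.48), CEBPG (-2.21) and ALDH2 (-2.19) were lowest. MYH1 was at -1.28, MYH7 at 1.61, MYH8 at 2.56 and COL1A1 at 2.30. NDUFAF2 had 381 UMIs in the stored healthy section, 7 in the fresh healthy, 4 in the 2-week and 1 in the 16-week section, although the last came from the same animal as the first. Storage, animal and section cannot be separated here, and no explanation was tested.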
